A study of Mus musculus with 4 samples. Its data were reported in "Transcriptional Reprogramming of CD11b+Esamhi Dendritic Cell Identity and Function by Loss of Runx3" (2013).

How the data were processed

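RNA from sorted splenic dendritic cells (DC) of 4 mice was profiled on 4 Affymetrix arrays, 1 per mouse. Per the labels, the cells were freshly isolated, enriched on magnetic columns and sorted for the Esam population among CD11c and MHC class II positive cells, using Esam, CD4 and CD8; total RNA was extracted with a DNase step, fragmented and labelled with biotin. The study's methods name the mouse exon 1.0 ST array, whereas the platform annotation that comes with the deposited values is that of a gene-level 1.0 ST array, so values are called probe sets here and none is read as a single exon. The sources also differ on the RNA kit (RNeasy in the labels, miRNeasy in the methods).

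The deposited table holds log2 values that the authors computed with robust multichip averaging (RMA) and GC correction in Partek. The submitters' processing notes name Partek, RMA and mm9, with no version. The values were already background-corrected and normalized between arrays. The table holds 35399 probe sets, and its 4 columns were matched to the samples by name, with no column left over. The array medians lay between 6.58 and 6.62. No 2 arrays held the same values: at most 5 tested probe sets agreed between any 2 arrays, and Pearson correlations across probe sets, which are not independent replicates, ran from 0.9797 to 0.9895. No background or detection value per probe set was analysed here.

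Probe sets were named through the platform annotation: 21789 carried exactly 1 gene symbol, 1621 carried several and 11989 were not listed. Of the single-symbol probe sets, 21698 matched a mouse RefSeq gene (assembly GRCm38.p6) by gene ID, and 0 symbols needed updating. Probe sets with several symbols were not given a name. Control probe sets are not marked in the tables used here and therefore stayed in. RefSeq was used only for names and for gene order, and no coordinates are printed, because the processing notes name another build. A gene with several tested probe sets (632 genes) was represented by the brightest one.

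Arrays were grouped as the labels give them: wt (n = 2) and cKO (n = 2), with the labels placing 1 wt and 1 cKO mouse in each of 2 littermate pairs. The mice are separate animals, and the p-values for single probe sets refer to the spread between these 2 mice per group. Across tested probe sets the deviations of wt and cKO from their group means correlated between mice of the same litter (r = 0.27). The litter number, which the labels state, was used as a block in an alternative fit.

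Following the study's methods, a probe set was tested if its log2 value reached 6.5 on at least 1 array, which left 18889 probe sets, 10991 of them with 1 symbol, covering 9894 genes. The main test was limma (version 3.58.1, in R 4.3.3) with lmFit and eBayes, cKO minus wt, two-sided, with Benjamini-Hochberg adjustment over the probe sets tested and a threshold of 0.05. Standard errors are limma's moderated ones, which join 2 residual degrees of freedom with a prior of 2.2 pooled over probe sets. Beside it, the study's own thresholds were applied, namely an absolute fold of at least 1.5 with an unadjusted p of at most 0.05 in the methods' one-way test. An adjustment over 1 representative probe set per gene was among the alternatives.

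Gene lists (28) were tested with camera from limma at a preset inter-gene correlation of 0.01, adjusted over the lists, and again with the correlation estimated from the residuals and with fry, which asks whether a list moves one way on balance and compares it with no other genes. At the preset correlation camera compares the genes of a list with the other genes. Its p-values then reflect spread between genes rather than between mice. The lists cover DC subset markers, markers of other cells the gate could hold, and pathways. All lists, the rule for named genes and the alternatives were fixed before the data were examined, except where stated. The lists were written after reading the study and its gene lists, so their choice was not blind to the study's calls, and the list of genes named in the study's text was chosen by the study partly on these samples. Of the list members, those below 6.5 on all arrays or without a probe set of their own were left out.

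Named genes followed this rule: Runx3; up to 10 genes per direction past the adjusted threshold with both cKO arrays on the same side of both wt arrays, filled to 5 per direction by the smallest unadjusted p where fewer passed, and then given as values that did not pass; up to 4 members with the smallest unadjusted p in each list described, plus any needed to show the opposite direction; and 13 genes that the study's text names. Genes outside the rule are named as chosen after their values were seen.

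The procedure was tested on simulated data with the real means and spreads over 18889 probe sets, in 20 simulations with 50 changed probe sets per fold size. At adjusted p under 0.05, limma recovered 22.4% of 2-fold, 80.4% of 4-fold and 92.1% of 8-fold changes, with 5.4 unchanged probe sets passing on average. The study's thresholds recovered 82% of 2-fold changes, and 74.2 unchanged probe sets passed on average. A list of 20 genes shifted by 0.5 was called in 100% of simulations at the preset correlation and in 0% with an estimated one.

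Alternatives were the litter block, each array left out in turn (the arm with 1 array is then assumed to vary like the other), no filter, a filter on the mean over arrays, quantile normalization, median centring, a trended robust variance model, 1 probe set per gene, a fold limit, limma's unadjusted p in the study's thresholds, the mean of a gene's probe sets, cell-type lists without shared members, and the purinergic list without the 4 members that lie in a run of neighbouring genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.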

Results

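The transcription factor Runx3 was deleted in dendritic cells by crossing mice with a floxed Runx3 gene to mice carrying Cre under the CD11c promoter, and the question was which genes of splenic Esam DC respond to its loss. Splenic Esam DC from 4 mice, 6 weeks old, were profiled: 2 wt and 2 cKO mice, as 2 littermate pairs with 1 mouse of each genotype. Values are log2 RMA values, differences are cKO minus wt on the log2 scale, and errors of group values are SD with n = 2.

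The labels describe all 4 mice as male, whereas sex-linked transcripts split the arrays by litter. Xist, the noncoding RNA that coats the inactive X chromosome of female cells, was at 12.75 (wt) and 12.78 (cKO) in litter 1 and at 5.15 (wt) and 5.19 (cKO) in litter 2. The Y-linked gene Kdm5d was at 5.27 and 5.19 in litter 1 and at 9.84 and 9.89 in litter 2. Eif2s3y and Uty, also Y-linked, split the same way, with differences of 5.89 and 4.37 between litters (limma, adjusted p = 0.00291 and 0.00359). The low values of all these genes lay under the limit of 6.5, so the direction of the split is read and its exact size is not. Each genotype thus held 1 array of each kind. These 4 genes were chosen after their values were seen.

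**Figure D1:**
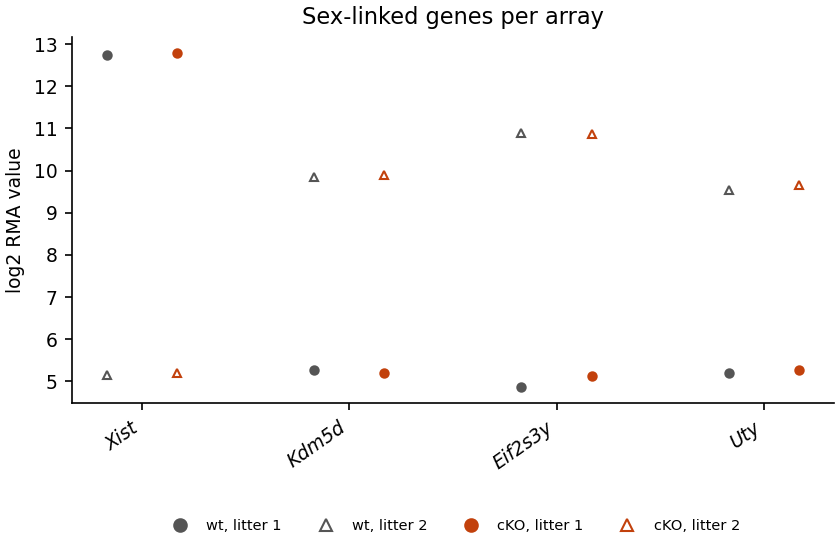
Log2 RMA values of Xist and 3 Y-linked genes on each of the 4 arrays. Circles are litter 1, triangles litter 2, grey wt and orange cKO. Xist is at 12.75 and 12.78 on the litter 1 arrays and at 5.15 and 5.19 on the litter 2 arrays, and the Y-linked genes run the other way.

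The Runx3 probe set itself did not differ between genotypes. It was at 11.44 ± 0.10 in wt and 11.46 ± 0.01 in cKO (SD, n = 2), a difference of 0.02 with a standard error of 0.10 (limma, adjusted p = 0.973). Whether this probe set covers the deleted part of the gene is not given in the sources used here, so it does not check the labels, and the arrays are named as labelled throughout. Runx1, a paralog of Runx3, was at 10.14 ± 0.05 in wt and 10.89 ± 0.04 in cKO, 1.68-fold higher, which passed the study's thresholds but not the adjusted test (adjusted p = 0.202).

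The widest gap between the genotypes belonged to Plcb4, a phospholipase C that acts downstream of G protein-coupled receptors, which was at 7.57 ± 0.17 in wt and 11.12 ± 0.01 in cKO (SD, n = 2), an 11.7-fold difference. Hpse, which encodes the heparan sulfate-cleaving enzyme heparanase, was 2.99-fold higher in cKO, the collagen prolyl hydroxylase gene P3h2 2.98-fold and the small GTPase gene Rab7b 2.66-fold. Cox6a2, a subunit of cytochrome c oxidase, was 6.4-fold higher, with wt arrays at 6.36, under the limit of 6.5, and 6.77. Lower in cKO were the sodium-calcium exchanger gene Slc8a2 (difference -1.93, standard error 0.11), the growth factor gene Bmp2 (-1.92, 0.14), Myc (-1.20, 0.10), the catenin gene Ctnnd2 (-1.01, 0.09) and the kinase gene Stk32c (-1.01, 0.10). For each of these 10 genes both cKO arrays lay on the same side of both wt arrays.

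None of these 10 genes passed limma's adjusted threshold over all 18889 probe sets: 0 probe sets did, and the smallest adjusted p was 0.0834 (Plcb4). An unadjusted p under 0.05 was reached by 1771 (863 higher and 908 lower in cKO). With no change and independent arrays 944 would reach it, but the correlation within litters (r = 0.27) does not grant independence. At the same limit the split by litter gave 1030, and the crossed split (wt 1 with cKO 2) gave 463. With the litter as a block the count at the adjusted threshold also was 0. At an unadjusted p under 0.05 it was 2033, above the 1771 without the block. That argues against the correlation within litters as the source of the excess over 944. The methods' one-way test after Benjamini-Hochberg gave 0, with 1556 unadjusted. When the fit held 1 probe set per gene, over 9894 genes, 42 genes passed (34 higher, 8 lower), among them all 10 named above, with adjusted p from 0.0081 (Plcb4) to 0.0375 (Stk32c). Of the other named genes, Irf8, Csf3r, Clec9a, Cadm1, Clec12a, Irak3, Tlr3, Cd36, P2ry14, F630111L10Rik, C1qb and Etv5 passed there too. That count was 409 with the litter block. With 1 array left out, the spread comes from the pair that remains. The 2 wt arrays differed more (median absolute difference 0.163) than the 2 cKO arrays (0.096). Counts without 1 array are therefore not read as dependence on that array.

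**Figure D2:**
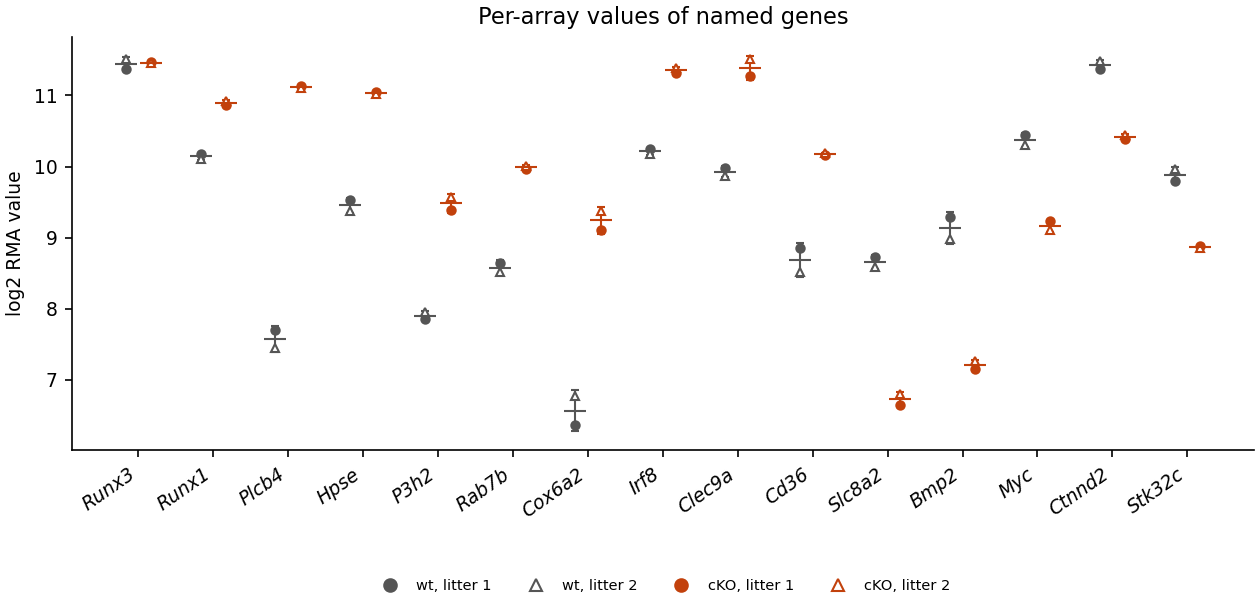
Log2 RMA values of 15 named genes on each array. Circles are litter 1 and triangles litter 2, grey is wt and orange cKO, with the mean (bar) and SD of 2 arrays. Runx3 is at 11.44 in wt and 11.46 in cKO, and Plcb4 at 7.57 and 11.12.

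At the study's thresholds 267 probe sets passed, 170 higher and 97 lower in cKO, which carried 187 different gene symbols (140 higher, 47 lower). In simulations 74.2 unchanged probe sets passed these thresholds, and 252 passed with limma's unadjusted p in place of the methods' test. The count was 135 (92 higher, 43 lower) with the litter as a block, 101 of them among the 267, and 493 with limma's unadjusted p. With any 1 array left out, most of the 267 no longer passed. With the block, as with an array left out, the methods' test has 1 residual degree of freedom in place of 2. Calls can then be lost with the folds unchanged. Whether the 267 depend on the litter or on 1 array is therefore not read from these counts. Chance gives non-overlapping groups for 33.3% of probe sets if the 4 arrays are exchangeable. The correlation within litters (r = 0.27) does not grant that, but it brings wt and cKO arrays together and would lower the 33.3%, not raise it. Against this rough reference, groups did not overlap for 40.1% of tested probe sets, with 3091 higher and 4478 lower in cKO. Without a fold limit the methods' one-way test likewise held more lower than higher probe sets, 928 against 628 at an unadjusted p of at most 0.05.

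**Figure D3:**
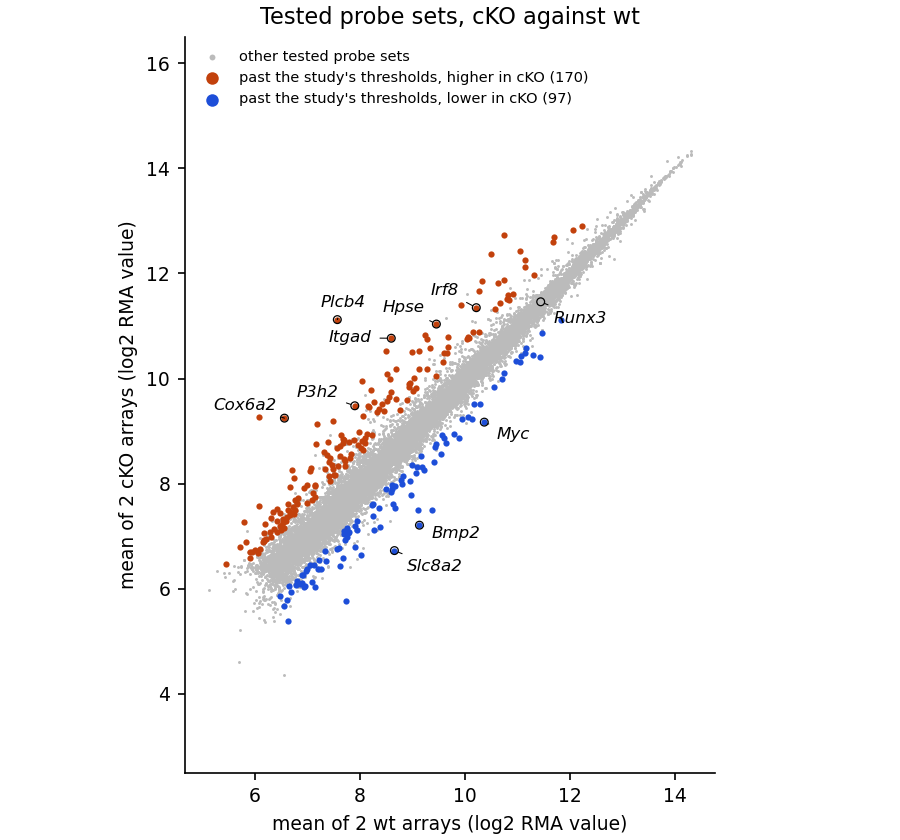
Mean log2 RMA value of each of 18889 tested probe sets in 2 wt arrays (x axis) and 2 cKO arrays (y axis). Coloured points passed the study's thresholds, 170 higher (orange) and 97 lower (blue) in cKO, and named genes are circled.

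Of the 13 genes that the study's text names, Irf8 and Clec12a were 2.19-fold and 2.85-fold higher in cKO, the TGF-beta signal transducer gene Smad3 2.08-fold, the CD11b gene Itgam 1.68-fold and Spic, which encodes a transcription factor of red pulp macrophages, 1.66-fold, and these 5 passed the study's thresholds. The fractalkine receptor gene Cx3cr1 was at 8.19 ± 0.36 in wt and 9.17 ± 0.04 in cKO and did not pass them. Differences for the rest were 0.36 for Esam, 0.12 for Itgax (CD11c), -0.08 for Flt3, -0.14 for Rbpj, -0.20 for Spi1 (PU.1), -0.26 for Irf4 and -0.41 for Kit, none of which passed. As a list the 13 genes had a mean difference of 0.43 (camera, adjusted p = 4.7e-04, or 0.292 with an estimated correlation), and 6 were higher when adjusted over the list alone. The study chose these genes partly on these samples, so this is not independent evidence.

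Markers of cDC1, the cross-presenting DC subset that the gate on CD8 separates from Esam DC, rose as a list in cKO, by 0.74 on average (camera, adjusted p = 5.3e-12, or 0.249 with an estimated correlation). Of 20 measured markers, 12 passed the study's thresholds, all higher, and 8 did not pass. Clec9a, the receptor for actin exposed by dead cells, was at 9.93 ± 0.07 in wt and 11.39 ± 0.17 in cKO, the adhesion gene Cadm1 was 2.34-fold higher and the chemokine receptor gene Xcr1 2.64-fold, while Wdfy4 differed by -0.29 (standard error 0.09) and did not pass. Cd8a, whose product was used in the sort, was at 9.29 ± 0.29 in wt and 10.75 ± 0.18 in cKO, a gene chosen after its values were seen. Adjusted over the list alone, 13 were higher and 1 lower, against 0 over all probe sets. 10 of the measured markers sit in other lists as well, and macrophage markers moved in the same direction.

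Macrophage markers rose by 0.73 on average (camera, adjusted p = 3.5e-10, or 0.282 with an estimated correlation), and all 17 measured members were higher, 3 of them past the study's thresholds. The mean was 0.43 without wt replicate 1 and 1.04 without wt replicate 2, and the call held in each case (adjusted p = 1.8e-05 and 1.1e-19). The complement gene C1qb was 1.78-fold higher and Itgad, encoding the integrin CD11d, 4.49-fold, the latter with wt arrays at 8.19 and 9.01. Blood monocyte markers rose by 0.57 (adjusted p = 1.0e-06, or 0.249 with an estimated correlation), with 8 of 8 measured members higher and 3 past the thresholds: Ace, the angiotensin-converting enzyme gene, 4.08-fold, Treml4 1.63-fold and the chemokine receptor gene Ccr2, at 6.10 in wt, under the limit of 6.5, and 6.77 in cKO. Phagocytic, scavenger and Fc receptors rose by 0.53 (adjusted p = 1.1e-09, or 0.249 with an estimated correlation). Among 27 measured receptors 8 passed the thresholds, all higher, including the scavenger receptor gene Cd36 at 2.8-fold, and 19 did not pass, including the lectin gene Clec4a2 at -0.75. Of the measured receptors 12 sit in other lists as well, Clec9a and Cd36 among the cDC1 markers and Itgad among the macrophage markers.

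Markers of Esam-low DC and related monocyte genes rose by 0.46 on average (camera, adjusted p = 1.5e-04, or 0.249 with an estimated correlation). Of 13 measured, 3 passed the study's thresholds, all higher: the G-CSF receptor gene Csf3r at 2.43-fold, Clec12a and Ccr2. The other 10 did not pass. Of the 13, 6 sit in other lists as well, among them Csf3r (neutrophil), Ccr2 (blood monocyte) and Clec12a (named in the study's text). In all, 9 members were higher and 4 lower, the inhibitory receptor gene Cd300a at -0.24 among the latter. Adjusted over the list alone, 6 were higher and none lower, and by fry the list moved one way (adjusted p = 0.0329). Markers of Esam-high DC did not shift (mean 0.11, adjusted p = 0.111), and none of the 11 measured passed. Of these, 6 were higher and 5 lower, with Cd4 and Esam each at 0.36, Tbx21, which encodes T-bet, at -0.23 and Irf4 at -0.26.

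Genes of cholesterol synthesis fell as a list, by 0.37 on average (camera, adjusted p = 4.3e-09, or 0.282 with an estimated correlation). By sign, 18 of 19 measured members were lower in cKO, the least of them at -0.00. Of these, 3 passed the study's thresholds: Sqle (squalene epoxidase) differed by -0.83, Hmgcs1 (HMG-CoA synthase) by -0.73 and Idi1 (isopentenyl diphosphate isomerase) by -0.72. The other 16 did not pass, including Cyp51 at -0.41. Adjusted over the list alone, 13 were lower. Targets of the sterol-sensing LXR receptors and lipid handling genes rose by 0.32 (adjusted p = 5.3e-06, or 0.249 with an estimated correlation), with 13 of 17 higher. The LXR-alpha gene Nr1h3 was 1.78-fold higher and the lipid droplet gene Plin2 1.62-fold. The desaturase gene Scd1 was at 6.48 in wt and 7.19 in cKO and the heme-binding repressor gene Nr1d1 at 6.23 and 6.95, with wt under the limit of 6.5, whereas fatty acid synthase, Fasn, differed by -0.54 and did not pass.

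Receptors for extracellular nucleotides, related receptors and the enzymes that degrade nucleotides rose by 0.61 on average (camera, adjusted p = 4.9e-05, or 0.249 with an estimated correlation, and fry, adjusted p = 0.0329). Of 10 measured members, 5 passed the study's thresholds, all higher: Gpr171 (3.87-fold, named after its values were seen), P2ry13 (2.64-fold), P2ry14 (2.44-fold), the ATP-gated channel gene P2rx7 (1.62-fold) and P2ry12, at 6.43 in wt and 7.30 in cKO. In RefSeq order Gpr171, P2ry14, P2ry13 and P2ry12 lie in 1 run of 5 neighbouring genes, the fifth being F630111L10Rik (1.70, between P2ry14 and P2ry13), and without these 4 members the list did not pass (mean 0.10, adjusted p = 0.283, a test chosen after the values were seen). Of the members, 7 were higher and 3 lower, among the latter Gpr34 (-0.32). Growth factor and cytokine receptors rose by 0.16 (adjusted p = 2.3e-04, or 0.249 with an estimated correlation, and fry, adjusted p = 0.0329), with 4 higher and 1 lower past the thresholds and 20 not. The insulin-like growth factor receptor gene Igf1r was at 6.43 in wt, under the limit of 6.5, and at 7.51 in cKO, and Il1r2, the decoy receptor for interleukin 1, was at 7.74 ± 0.57 in wt and 5.77 ± 0.02 in cKO. Chemotactic receptors and adhesion molecules rose by 0.28 (adjusted p = 9.5e-04, or 0.282 with an estimated correlation), with 2 higher (Xcr1 and Ccr2), 1 lower (Ccrl2, -0.74) and 15 not passing the thresholds.

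Toll-like receptors and adaptors rose by 0.17 (camera, adjusted p = 0.0204, or 0.364 with an estimated correlation), but the adjusted p was 0.0567 without wt replicate 2. Irak3, an inhibitor of Toll-like receptor signalling, was 2.25-fold higher and Tlr3, a sensor of double-stranded RNA, 1.97-fold, while the adaptor gene Ticam2 differed by -0.58. Of 21 measured, 19 did not pass the study's thresholds. The TGF-beta and BMP list rose by 0.07 (adjusted p = 0.00935, or 0.367 with an estimated correlation), although Bmp2, its widest member, was lower. The adjusted p was 0.0565 without wt replicate 1, and the mean was 0.04 without wt replicate 2. DC transcription factors did not pass as a list (mean 0.14, adjusted p = 0.0546), and did without wt replicate 2 (0.011) or cKO replicate 2 (0.0223). Within it Etv5 was 2.95-fold higher, and its probe sets that passed the thresholds numbered 2.

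All 25 measured cell cycle genes were lower in cKO, and the list fell by 0.20 on average (camera, adjusted p = 1.9e-04, or 0.48 with an estimated correlation). None passed the study's thresholds. Birc5, the survivin gene, differed by -0.46 and the cyclin gene Ccnd1 by -0.33. Without wt replicate 1 the mean was -0.07 and the adjusted p 0.114, and the mean was -0.33 without wt replicate 2 and -0.13 without cKO replicate 2. Genes of MHC class II presentation (mean 0.07, adjusted p = 0.0673) and of MHC class I presentation (-0.03, 0.699) did not shift, nor did maturation and costimulation genes (0.02, 0.342, median -0.04), of which Cd24a differed by 0.72 and Tnfsf8 by -0.64. Without wt replicate 1 the maturation list passed (mean 0.22, adjusted p = 0.03). The Notch pathway had a mean of 0.08 and a median of -0.00 (adjusted p = 0.226), although Notch4 passed the study's thresholds at 1.58-fold. For interferon-stimulated genes the mean was 0.03 while the median (-0.10) and camera pointed down (adjusted p = 0.8): Ifi205, Ifitm1 and Cxcl9 were 2.14-fold, 2.01-fold and 2.26-fold higher, and Ifit3 differed by -0.64.

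Among markers of other cells, the pDC list rose by 0.35 (camera, adjusted p = 2.6e-04, or 0.282 with an estimated correlation), with Cox6a2 past the study's thresholds and 15 of 16 not, the transcription factor gene Tcf4 at 0.42 among them, and with 10 members higher and 6 lower, Irf7 (-0.43) among the lower. Without Cox6a2 (2.68) the median was 0.30 (95% bootstrap interval -0.12 to 0.41, 15 genes), and camera was not run without it. The B cell list rose by 0.20 (adjusted p = 0.0336, or 0.292 with an estimated correlation), with Fcrla 2.32-fold higher, the low-affinity IgE receptor gene Fcer2a at 6.32 in wt, under the limit of 6.5, and 7.35 in cKO, and the kinase gene Blk at 7.81 ± 0.58 in wt and 6.41 ± 0.01 in cKO, here with cKO under that limit, and this call was lost without wt replicate 1 (0.0993), wt replicate 2 (0.0598) or cKO replicate 1 (0.125). The neutrophil list rose by 0.70 (adjusted p = 0.00788, or 0.315 with an estimated correlation) but held only 2 measured genes, Csf3r among them, and was lost without wt replicate 1 (0.192). Lists of T cell (mean -0.03, adjusted p = 0.875), NK cell (0.26, 0.171) and erythroid markers (0.34, 0.547, 1 gene measured) and of cell handling genes (0.04, 0.389) did not shift. The handling list passed without wt replicate 2 (mean 0.30, 2.2e-05) and, downward, without wt replicate 1 (-0.21, 0.0248).

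**Figure D4:**
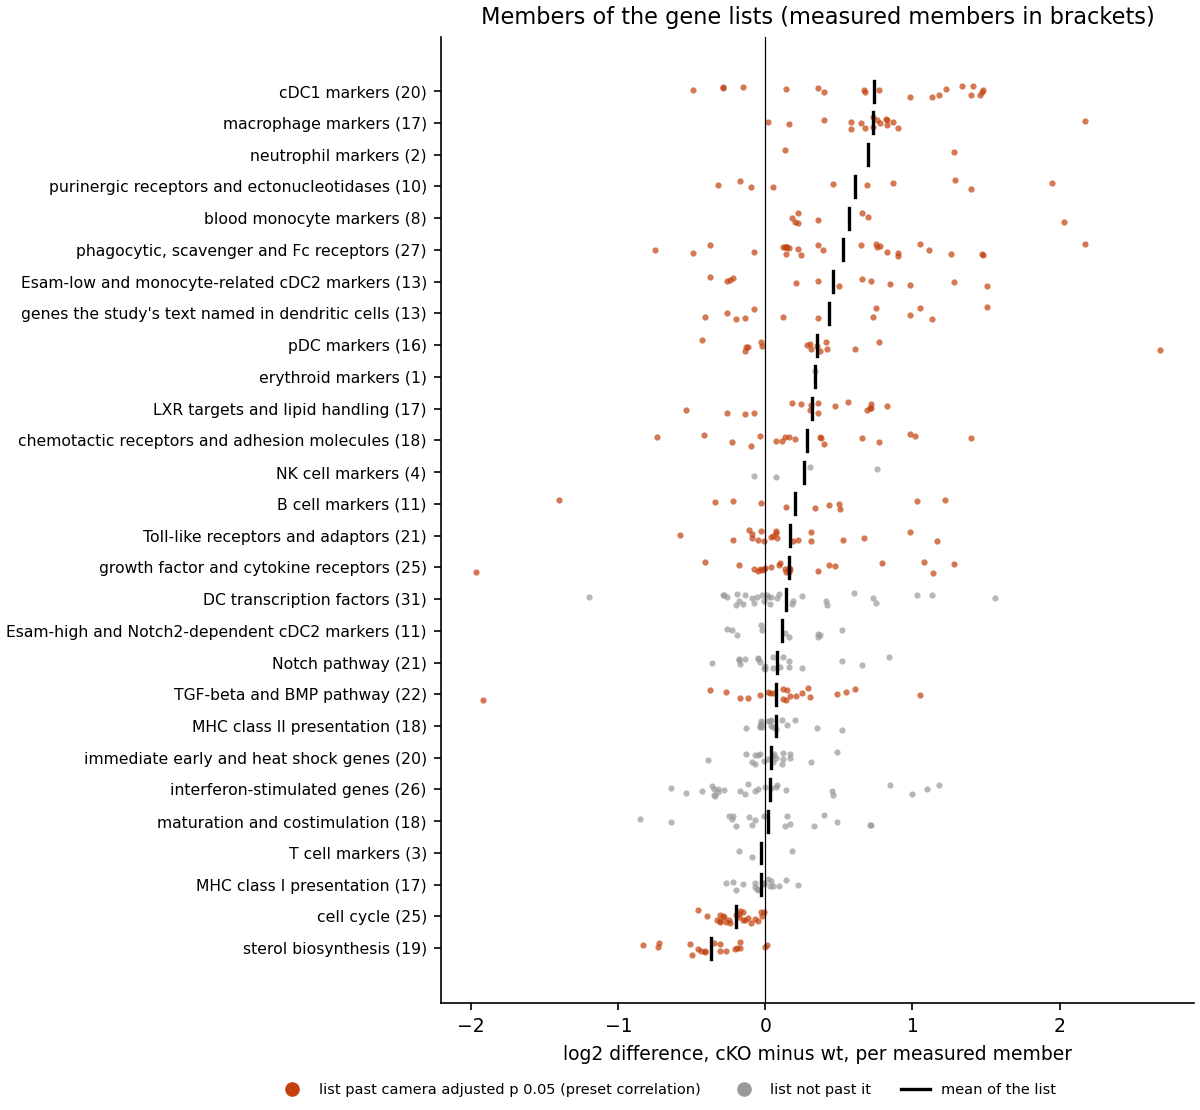
Log2 difference (cKO minus wt) of each measured member of 28 gene lists, with the list mean as a black bar. Orange lists passed camera at adjusted p under 0.05 with the preset correlation. The cDC1 list has the highest mean (0.74) and sterol biosynthesis the lowest (-0.37).

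Itgax, the gene whose promoter drives Cre, differed by 0.12 between genotypes, with a standard error of 0.08. In RefSeq gene order its nearest measured neighbours were Itgam on one side and Itgad and Cox6a2 on the other, with differences of 0.75, 2.17 and 2.68, all past the study's thresholds. None of the other genes among the 10 nearest measured on each side passed them.

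**Figure D5:**
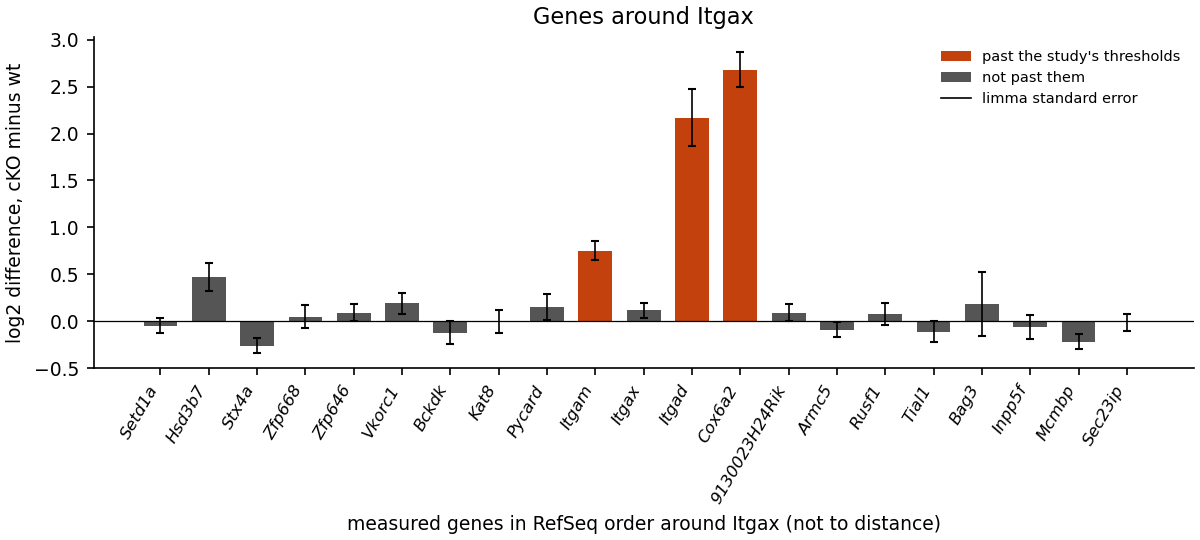
Log2 difference (cKO minus wt) of the measured genes around Itgax in RefSeq order, with limma's standard error. Orange bars passed the study's thresholds. Itgam (0.75), Itgad (2.17) and Cox6a2 (2.68) stand next to Itgax (0.12).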

Values the study reported

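The study called genes differentially expressed at an absolute fold change of at least 1.5 with p of at most 0.05 and a log2 intensity of at least 6.5 on 1 or more arrays. It reported 202 Runx3-responsive genes as upregulated in Runx3-deficient Esam-high DC. Of these, 66 (given as 30%) had been described earlier as specific to Esam-low DC.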

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

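The alternatives were chosen before the data were examined, except the fit on annotated probe sets only, the fits that join 1 probe set per gene with another choice, the purinergic list without its members in a run of neighbouring genes, and the leave-outs, quantile normalization and centring applied to the study's thresholds, which were chosen after seeing the data. Of the genes named for a difference between genotypes, Runx3 and Mmp9 turned direction, and none of the others did under the settings run for single genes (litter block, filters, normalizations, trended robust model, annotated probe sets and leave-outs). Runx3 ran from -0.05 (without wt replicate 1) to 0.09 when 1 array was left out, and Mmp9 from -0.06 (without wt replicate 1) to 0.32. The litter-linked genes Hsph1 and Dnajb1, close to 0 between genotypes (0.05 and 0.02), turned without wt replicate 1 (-0.81 and -0.41) and without cKO replicate 2 (-0.89 and -0.50), and reached 0.99 and 0.53 without cKO replicate 1, since each leave-out unbalances the litters. The array that remains alone in its group is then assumed to vary like the other group.

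Over all probe sets, the count at limma's adjusted threshold was 0 in the main analysis, 0 with the litter block and 0 with any array left out, 1 after quantile normalization and 2 with the trended robust model. It was 51 with annotated probe sets only and 42 with 1 probe set per gene. The latter fit had a smaller prior SD (0.095 against 0.112), and why more passed was not tested. That gene-level count was 409 with the litter block, 64 with no filter, 51 with the mean filter, 45 after quantile normalization, 48 after centring and 63 with the trended robust model, and from 0 to 167 with 1 array left out (108 without wt replicate 2). At the study's thresholds 267 became 135 with the litter block and 493 with limma's unadjusted p, and from 113 to 281 with 1 array left out.

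The litter block changed no call of a gene list. Of 28 lists, 17 passed in the main analysis, and from 15 to 18 with 1 array left out. With an estimated correlation 0 passed, while the means stayed as they were: cDC1 0.74, macrophage 0.73, neutrophil 0.70, purinergic 0.61, blood monocyte 0.57, phagocytic 0.53, Esam-low 0.46, study-named 0.43, pDC 0.35, LXR 0.32, chemotactic 0.28, B cell 0.20, Toll-like 0.17, growth factor receptors 0.16, TGF-beta 0.07, cell cycle -0.20 and sterol biosynthesis -0.37. With fry 3 passed (Esam-low, growth factor receptors and purinergic), and the same means went with no call in the others. The estimated correlation puts the same question as the preset one, and in simulations it recovered 0% of shifted lists where the preset one recovered 100%. That result is not read for lists whose genes move together. Among others, estimates exceeded the preset 0.01 for cell cycle (0.62), sterol biosynthesis (0.28), macrophage (0.27) and cDC1 (0.16). They lay below it for purinergic (-0.09), Esam-low (-0.07) and LXR (-0.02). Where the estimate is the higher one, the preset p-values can be too small. fry puts a different question, comparing a list with no other genes.

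B cell markers lost their call with the mean filter (0.17) and quantile normalization (0.21), and ranged from 0.14 to 0.25 with 1 array left out. Neutrophil markers lost it without shared members (0.13, 1 gene) and ranged from 0.58 to 0.82. The purinergic list lost it without Gpr171, P2ry14, P2ry13 and P2ry12 (0.10), which lie in 1 run of 5 neighbouring genes with F630111L10Rik, since those hold 4 of its 5 genes past the study's thresholds. Macrophage markers kept their call and ranged from 0.43 (without wt replicate 1) to 1.04 (without wt replicate 2). Leave-out ranges of the other lists whose call or direction changed were 0.04 to 0.10 for TGF-beta, -0.33 to -0.07 for cell cycle, 0.12 to 0.21 for Toll-like receptors, 0.11 to 0.17 for DC transcription factors, -0.20 to 0.14 for T cell (0.03 with no filter), -0.08 to 0.02 for MHC class I, -0.17 to 0.22 for maturation, -0.17 to 0.85 for erythroid, -0.11 to 0.17 for interferon-stimulated and -0.21 to 0.30 for handling genes. For the lists other than the purinergic one the cause was not tested.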

Other observations

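The test of neighbouring genes, the comparison of splits, the share of genes on the chromosome of Runx3, the leave-outs of the macrophage median and the comparisons between litters, with the genes named in them, were chosen after the results were seen, and the tests of the transgene, of the other cell types, of the cDC1 share, of the drift and of the genes nearest to Runx3 were fixed before. In the list meant to show cell handling, the heat shock genes followed the litter: 7 of 7 were higher in litter 2 in the wt pair (mean 0.79) and 7 of 7 in the cKO pair (0.76). The other members did not: 9 of 13 were higher in litter 2 in the wt pair (mean 0.36), whereas 12 of 13 were lower in the cKO pair (-0.09). Over both pairs the list was higher in litter 2 by 0.36 (camera, p = 4.2e-09, or p = 0.0347 with an estimated correlation), a mean that the 2 parts share unequally. The heat shock gene Hsph1 was at 8.46 and 8.42 in litter 1 and at 10.17 and 10.31 in litter 2, and the co-chaperone gene Dnajb1 differed by 0.94 in the same direction, neither passing the adjusted threshold over all probe sets (limma, 0.103 and 0.696).

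Itgam and Itgad, on either side of Itgax, and Cox6a2, next to Itgad, were higher in cKO. If plasmacytoid DC in the sort were the source, the other pDC markers would be higher in proportion. Without Cox6a2 their median was 0.30 (95% bootstrap interval -0.12 to 0.41, 15 genes), which argues against them as the main source. The highest of the others were Ccr9 (0.77, standard error 0.24) and Siglech (0.61, 0.22), and 6 were lower. Since 7 of the 16 measured pDC markers sit in other lists as well, a small share of plasmacytoid DC is not excluded. For macrophages, many of which the gate on CD11c, MHC class II and Esam would remove, the median without Itgad and Spic was 0.73 (0.58 to 0.83, 15 genes), between the bounds set, but 0.24 without wt replicate 1 and 1.06 without wt replicate 2, so 1 array decides it and this stays open, as does an effect of Runx3 loss, which was not tested. Extra gene copies carried by the CD11c-Cre transgene are a candidate explanation: the 10 next genes had a median of 0.09, at percentile 95.9 of runs of neighbouring genes elsewhere, past the bound set but small beside 2.68, so any copies would reach little beyond these 3 genes. The study describes Cre-negative littermates as controls in its flow cytometry, and the labels of these arrays give only the Runx3 genotype.

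Of 20 measured cDC1 markers 16 were higher and 4 lower in cKO, Cd8a being among the higher although the sort used CD8. A larger share of cDC1 in the sort would raise all transcripts restricted to them alike: of 8 measured, 6 reached 7.5 in wt, with differences from 0.98 (Tlr3) to 1.47 (Clec9a), and 1 of them, Tlr3, lay more than 2 standard errors below 1.28, the median of all 8. Of the other pair, Itgae (0.40, standard error 0.21) lay that far below it too. Cd8b1 (0.67, 0.25) was at 6.26 in wt, under the limit of 6.5, so its distance from 1.28 is not read. Both were under 7.5 in wt, where they were not counted. The count of 1 is neither 0 nor the 3 that would have excluded a larger share of cDC1. Such a share and a response of the Esam DC to Runx3 loss cannot be told apart. An overall drift of the cKO arrays towards other cell types would raise the B, T, NK, erythroid and neutrophil lists too, and 1 of these 5, the neutrophil list at 0.70, reached 0.37, which is 50% of the cDC1 mean, through Csf3r (1.28), a gene also in the Esam-low list. The other neutrophil gene, Mmp9, was at 0.13 (-0.06 without wt replicate 1). B (0.20), T (-0.03) and NK markers (0.26) stayed under 0.37 as well, but the erythroid value of 0.34 rests on 1 gene with a standard error of 0.45. Without wt replicate 1 the erythroid value was 0.85 and the NK mean 0.41, against a cDC1 mean of 0.85. Without wt replicate 2 the erythroid value was -0.17 and the NK mean 0.12. The drift thus has little support with all 4 arrays and is not excluded.

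For the 267 probe sets past the study's thresholds, flanking DNA that came with the floxed Runx3 allele is argued against as the direct source of most of them, since 10 of 183 genes past the thresholds (5.46%) lie on the chromosome of Runx3. For the genes around Runx3 it stays open: 3% of the 100 nearest measured genes passed against 1.84% of the others (Fisher's exact test, p = 0.435), that is 3 genes. Neighbouring genes passed together in 12 adjacent same-direction pairs where random placement gave 2.09 on average (permutation p = 1.0e-04, the smallest that 10000 placements can give), 4 of them in a run from Gpr171 to P2ry12. Of the 3 splits of the 4 arrays into 2 and 2, only 1, the genotype, gave as many as 267 probe sets, and the highest of the others gave 82 (the litters), but 3 splits are too few for a share under 0.05. At limma's adjusted threshold over all probe sets the litter split gave 5 and the genotype 0 (1771 at an unadjusted p under 0.05), whereas with 1 probe set per gene the genotype gave 42 genes, the litter 5 and the crossed split 0. The 5 probe sets are Xist, Kdm5d, Eif2s3y, Uty and 1 unnamed probe set, a structure of the samples that follows litter.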
